# UFL1 promotes histone H4 ufmylation and ATM activation

**DOI:** 10.1038/s41467-019-09175-0

**Published:** 2019-03-18

**Authors:** Bo Qin, Jia Yu, Somaira Nowsheen, Minghui Wang, Xinyi Tu, Tongzheng Liu, Honglin Li, Liewei Wang, Zhenkun Lou

## Abstract

The ataxia-telangiectasia mutated (ATM) kinase, an upstream kinase of the DNA damage response (DDR), is rapidly activated following DNA damage, and phosphorylates its downstream targets to launch DDR signaling. However, the mechanism of ATM activation is still not completely understood. Here we report that UFM1 specific ligase 1 (UFL1), an ufmylation E3 ligase, is important for ATM activation. UFL1 is recruited to double strand breaks by the MRE11/RAD50/NBS1 complex, and monoufmylates histone H4 following DNA damage. Monoufmylated histone H4 is important for Suv39h1 and Tip60 recruitment. Furthermore, ATM phosphorylates UFL1 at serine 462, enhancing UFL1 E3 ligase activity and promoting ATM activation in a positive feedback loop. These findings reveal that ufmylation of histone H4 by UFL1 is an important step for amplification of ATM activation and maintenance of genomic integrity.

## Abstract (web summary)

Ufmylation is a ubiquitylation-like protein modification but only a few ufmylation substrates and functions have been discovered so far. Here, the authors demonstrate ufmylation of histone H4 upon DNA damage and show that this modification is involved in the amplification of ATM activation.

## Introduction

When DNA double-strand break (DSB) occurs, rapid DNA damage response (DDR) and DNA repair are required to preserve genome integrity^1^. The protein kinase ataxia-telangiectasia mutated (ATM) functions as an apical activator for the whole process, and controls signaling and the DNA repair network^2,3^. Germline mutations of the *ATM* gene tend to destabilize ATM protein and cause ataxia-telangiectasia (AT) syndrome/Louis–Bar syndrome. AT is a rare, neurodegenerative, and autosomal recessive disease-causing severe disability. AT patients display immunodeficiency, radiosensitivity, progressive cerebellar ataxia, and cancer susceptibility and commonly develop neurodegenerative disease, metabolic syndrome and cancer^4,5^.

The MRE11–RAD50–NBS1 (MRN) complex is important for activation of ATM kinase^6–9^. Activated ATM phosphorylates histone H2AX at Ser139 (γH2AX) close to DNA damage sites, and then recruits MDC1, which serves as a platform for binding more MRN complexes and other DNA repair proteins to amplify DDR signaling and promote DNA repair^10–15^. In addition, ATM activation is also dependent on the acetyltransferase Tip60. Tip60 is recruited to the sites of DNA damage by binding to H3K9me3, and in turn acetylates ATM at lysine 3016 and boosts ATM autophosphorylation and activation^16,17^. Tip60 itself is phosphorylated by c-Abl, which increases Tip60 activity and reinforces ATM activity^18^. However, early chromatin context leading to full ATM activation remains unclear.

Post-translational modification is critical for ATM activation. In addition to phosphorylation, acetylation and methylation, ubiquitination is also important for ATM activation. Skp2 mediated NBS1 ubiquitination enhances the interaction between NBS1 and ATM and promotes ATM activation^19^. CHFR and RNF8 are also found to synergistically regulate histone H2B ubiquitination and chromatin relaxation, and promote ATM activation^20^. In ubiquitination reaction, three classes of enzymes work orchestrally to add ubiquitin to the substrate. The first enzyme, E1, consecutively thioesterificates and activates the C terminus of ubiquitin. E1 then transfers ubiquitin to the cysteine side chain in the second enzyme E2. At last, the E2 and E3 enzymes together transfer the ubiquitin (Ub) from the E2 enzyme to the substrate^21^. Conversely, ubiquitin conjugation could be removed by ubiquitin protease in a reaction called deubiquitination. In addition to ubiquitin, other Ub like polypeptides such as SUMO and NEDD8 could be conjugated to target proteins through E1-E2-E3 catalyzed reactions.

Recently, ubiquitin-fold modifier1 (UFM1) – a new ubiquitin-like protein was identified^22^. UFM1 conjugation system is a ubiquitin-like modification system including UBA5 (E1-like), UFC1 (E2-like), and UFL1 (E3-like)^22,23^. Thus far, UFL1 is the only known E3 ligase that has been discovered to conjugate UFM1 to its substrates^23^. Similar to deubiquitination, UFM1 can be removed from substrates by UFM1-specific proteases (UFSP). Till now, only one functional UFSP protein called UFSP2 has been identified in human^24^. The ufmylation system is less explored. So far, it has only been discovered in animals and plants and only two substrates have been determined- UFBP1 and ASC1^22,25^. Previous studies have demonstrated the important roles of ufmylation in erythroid development, breast cancer development, and protecting pancreatic beta cells from ER stress-induced apoptosis^25–28^.

Here we reveal a role of ufmylation in the DDR and identify histone H4 as a substrate of the ufmylation system. We find that MRN complex recruits UFL1 to DSBs and UFL1 ufmylated histone H4 at lysine 31, enhancing recruitment of Suv39h1 complex to the DSBs. Suv39h1 then trimethylates histone H3 at lysine 9 around DSBs, recruiting Tip60 and promoting ATM activation. Our findings suggest that ufmylation is important for amplification of ATM activation, thus maintaining genomic integrity.

## Results

### Recruitment of UFL1 to DSBs by the MRN complex

When we studied cellular function of UFL1, we unexpectedly found that UFL1 interacted with the MRN complex in a DNA damage-inducible manner (Fig. 1a and Supplementary Figure 1a). These interactions are resistant to Benzonase treatment, suggesting protein–protein interactions are independent of DNA. Due to the important function of the MRN complex in the DDR^29^, we hypothesized that UFL1 might be involved in the DDR. Following DNA damage, various proteins involved in DDR pathways, such as MDC1, BRCA1 and 53BP1^11–13,30–33^, aggregate at DNA lesions and help DDR signaling and DNA repair. Hence, we first tested whether UFL1 localized to the sites of DNA damage. Under unstressed condition, UFL1 localized in the cytoplasm and nucleus. However, following ionizing irradiation (IR), nuclear UFL1 protein formed discrete nuclear foci and colocalized with γH2AX (Fig. 1b and Supplementary Figure 1b), indicating that UFL1 relocalizes to DNA lesions. To further confirm this finding, we utilized an inducible DSB system, in which addition of triamcinolone acetonide (TA) induced nuclear translocation of I-SceI and created a single DSB in the genomic DNA^34^. We found that UFL1 accumulated at DSB site after TA treatment for 30 min **(**Fig. 1c**)**. UFL1 foci formation was detected as early as 1 min following IR, suggesting that UFL1 is involved in early DDR signaling (Fig. 1d). We next tested how UFL1 was recruited to DNA lesions. Because of its interaction with the MRN complex, we first tested whether the MRN complex was important for UFL1 recruitment. We found that depletion of MRE11/Rad50/NBS1 attenuated UFL1 foci formation (Fig. 1e and Supplementary Figure 1c-e). To further confirm this, we utilized the NBS1 deficient cell line NBST^35^. In NBST cells, UFL1 failed to form nuclear foci following DNA damage, while reconstitution of WT NBS1 resulted in the accumulation of UFL1 to DSBs (Fig. 1f and Supplementary Figure 1f). NBS1 deficiency abolished the interaction between UFL1 and MRN complex (Fig. 1g), suggesting NBS1 might be important for UFL1 recruitment to DSB. We further found that the FHA and BRCT1/2 domains of NBS1 protein were sufficient for its interaction with UFL1 (Fig. 1h, i). However, depletion of UFL1 did not affect the recruitment of NBS1 to DSBs (Supplementary Figure 1g). Taken together, these results suggest that the MRN complex is important for UFL1 recruitment to DSBs.

**Fig. 1:**
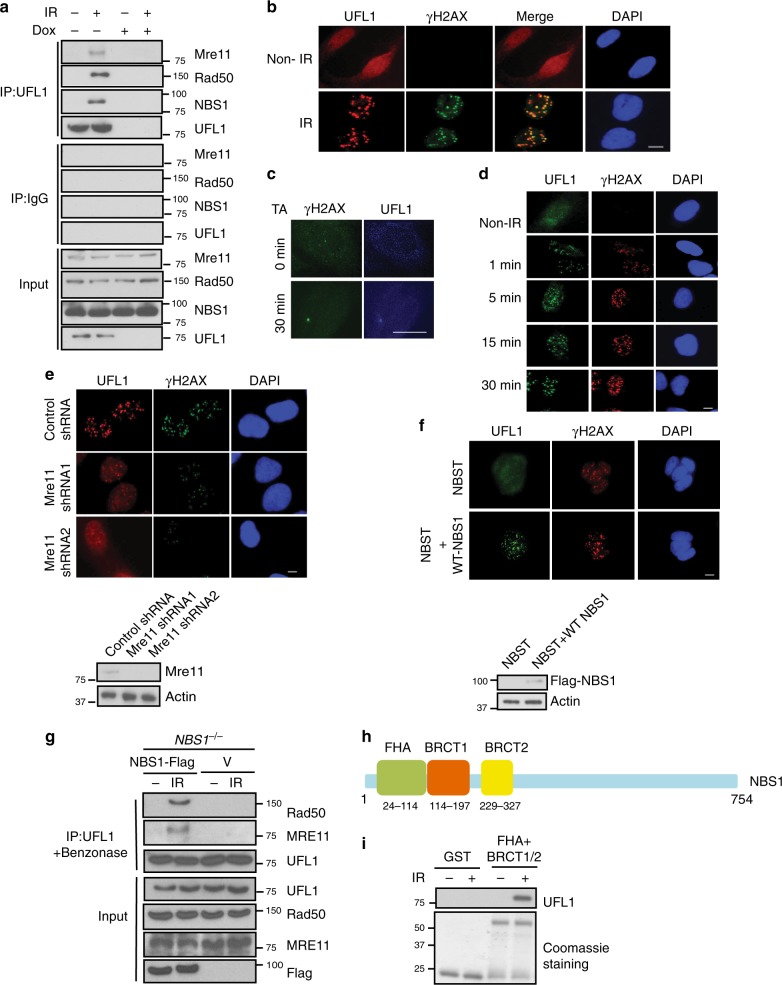
UFL1 protein accumulates at DSBs through the MRN complex. **a** U2OS cells stably expressing UFL1 Tet-on shRNA were treated with doxycycline (Dox) for 3–5 days, and then treated with or without 2 Gy IR. After 30 min, cells were harvested and lysed with NETN buffer. Cell lysates were incubated with UFL1 antibody + Benzonase. The immunoprecipitates were blotted with indicated antibodies. **b** Immunofluorescence of UFL1 and γH2AX in U2OS cells irradiated with IR (0.5 Gy). **c** Triamcinolone acetonide (TA) treatment induces the translocation of RFP-I-SceI-GR fusion protein from the cytoplasm to the nucleus and generates one double strand break at the cutting site. The protein localization was detected by indicated antibodies. **d** UFL1 foci formation at different time points following 0.5 Gy IR treatment. **e**, **f** UFL1 foci formation was analyzed in Mre11 knockdown cells or *NBS1* deficient cells (NBST). **g** NBST cells were transfected with Vector (V) or Flag-NBS1 and treated with or without 2 Gy IR. After 30 min, the cells were lysed and immunoprecipitation with UFL1 antibody with Benzonase treatment was performed. The immunoprecipitates were blotted with indicated antibodies. **h** The schematic diagram of NBS1 protein domain. **i** U2OS cells were treated with or without 2 Gy IR, and the cell lysates were pulled down with GST, GST-NBS1 FHA+BRCT (1+2) proteins. After washes, the beads were boiled and analyzed with indicated antibodies. Scale bars, 10 µm. Source data are provided as a Source Data file

### Activation of ATM signaling by UFL1

We next examined how UFL1 affects DNA repair and DDR signaling. ATM is the primary transducer of DSB response that is activated in a MRN complex and Tip60 dependent manner^2^. Once ATM is activated, it phosphorylates downstream DDR factors, such as H2AX, MDC1, and Chk2 to initiate DDR signaling^10,36,37^. As UFL1 interacts with the MRN complex, we next tested whether UFL1 regulates ATM activation. By using phosphorylation of ATM at serine 1981 as a functional readout, we found that loss of UFL1 significantly reduced ATM phosphorylation, but not ATM protein level. Loss of UFL1 also reduced IR-induced Chk2 phosphorylation (Fig. 2a and Supplementary Figure 2a). The protein level of other factors involved in ATM activation such as the MRN complex, Tip60, c-Abl, and Suv39h1 were not altered. Histone modifications, including H2BK120ub, H3K79me1, and H3K4me1 were slightly inhibited, but other modifications such as H3K27me2, and H4K20me3 did not change (Supplementary Figure 2b). In addition, DNA-PK phosphorylation in response to IR was not affected (Fig. 2a). As H2AX, BRCA1, and 53BP1 are important factors involved in DSB repair, we next examined γH2AX, 53BP1, and BRCA1 foci formation in UFL1 depleted cells. We found over 90% of cells were γH2AX foci positive in both groups, although the intensity is decreased in UFL1 knockdown cells. We also found decreased BRCA1 and 53BP1 foci intensity in UFL1-depleted cells (Fig. 2b–e, Supplementary Figure. 2c–e). In addition, we found that homologous recombination (HR) but not non-homologous recombination (NHEJ) was compromised in two different UFL1 depleted cells by GFP reporter assay (Fig. 3a–d). The relatively normal NHEJ might be due to normal DNA-PK activation. Cell cycle distribution of UFL1 depleted cells was comparable to control cells (Supplementary Figure 2f, g). Consistent with compromised ATM signaling, cells depleted of UFL1 showed defective G2/M checkpoint and were more sensitive to IR treatment in clonogenic survival assays (Supplementary Figure 2j and Fig. 3e, f), and further knockdown of UFL1 in ATM depleted cells did not further enhance the cell sensitivity to IR treatment (Supplementary Figure 2h, i) or further impair the G2/M checkpoint (Supplementary Figure 2j). Reconstitution of wild-type UFL1 restored ATM and Chk2 phosphorylation (Fig. 3g). We also identified a motif of UFL1 that is similar to a motif of UBA5 that is responsible for UFC1 binding (Supplementary Figure 2k, l). Deletion of this motif (Δ3) abolished UFC1 binding, and when UFL1 depleted cells were reconstituted with the Δ3 UFL1 mutant (UFL1 dead mutant), ATM activation was not restored (Fig. 3g, and Supplementary Figure 2m). We also investigated UFSP2, which functions as a deufmylases to cleave UFM1 chain from its substrates^24^. Overexpression of UFSP2 also suppressed ATM activation (Fig. 3h). These studies suggest that the effect we observed by UFL1 knockdown depends on the interaction between UFL1 and UFC1. We also depleted UFM1 and found that knockdown of UFM1 also inhibited ATM activation (Supplementary Figure 2n–o). Collectively, these results suggest that UFL1 regulates ATM activation.

**Fig. 2:**
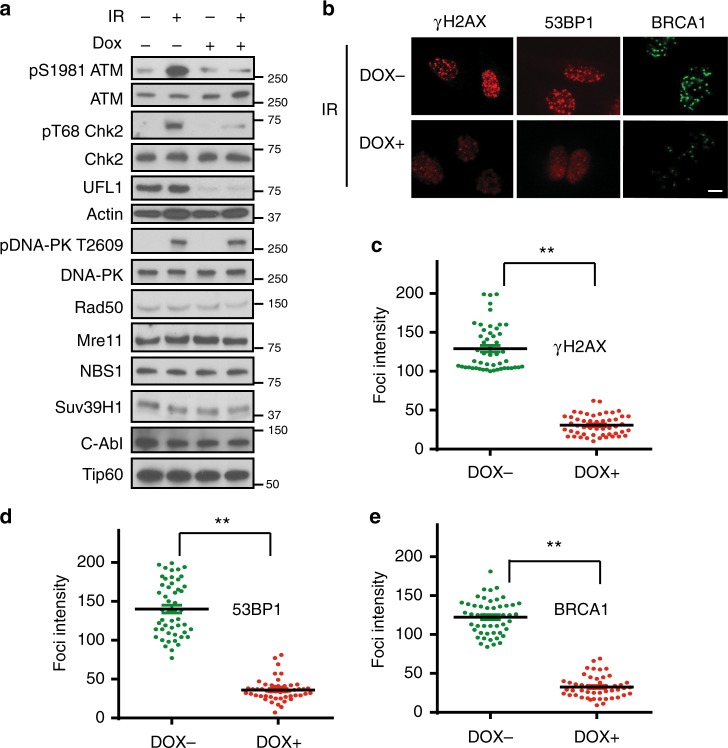
UFL1 regulates the ATM signaling. **a** U2OS cells expressing UFL1 tet-on shRNA1 were irradiated with 2 Gy IR. Thirty minutes later, cells were lysed and blotted with indicated antibodies. **b** Representative picture of γH2AX, 53BP1, and BRCA1 foci in control (Dox-) and UFL1 knockdown (Dox+) U2OS cells 1 h after 0.5 Gy treatment. Scale bars, 10 µm. **c**–**e** Quantification of intensities of γH2AX, 53BP1, and BRCA1 foci in control (Dox-) and UFL1 knockdown (Dox+) U2OS cells. Data presented as mean ± SD of *n* = 50 cells. **p < 0.01 by Student’s *t*-test. Source data are provided as a Source Data file

**Fig. 3:**
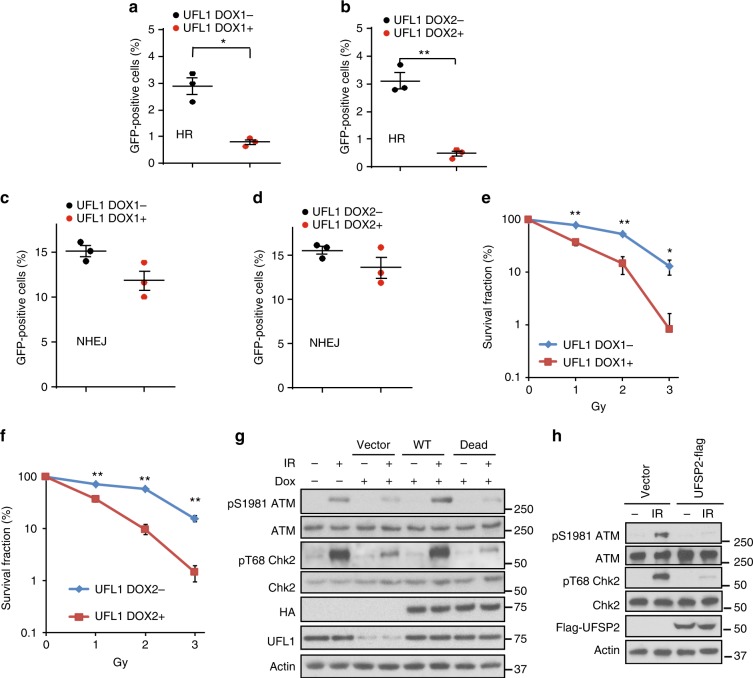
UFL1 regulates the DNA damage response. **a**–**d** U2OS cells integrated with HR or NHEJ reporter and infected with UFL1 Tet-on shRNA1 and shRNA2 virus were treated with doxycycline and subjected to the HR assay and NHEJ assay as described in the method. Data presented as mean±SD of *n* = 3 biological replicates. *p < 0.05, **p < 0.01. Statistical significance was calculated using Student *t*-test. **e**, **f** Colony-formation assay following IR was performed for U2OS cells stably expressing UFL1 Tet-on shRNA1 and shRNA2 with or without doxycycline (Dox). The data presented as mean±s.e.m of *n* = 3 independent experiments. *p < 0.05, **p < 0.01. Statistical significance was calculated using two-way ANOVA. **g** Cells expressing inducible UFL1 shRNA1 and/or reconstituted with shRNA resistant wildtype (WT) and ligase dead mutant Flag-UFL1 (DEAD) were irradiated with 2 Gy IR. Thirty minutes later, cells were lysed and blotted with indicated antibodies. **h** UFSP2-Flag or vector plasmids were transfected into U2OS cells. 24 h later, cells were irradiated with 2 Gy IR, and cell lysates were blotted with indicated antibodies. Source data are provided as a Source Data file

### Ufmylation of H4 by UFL1 following DNA damage

We next investigated how ufmylation regulates ATM activation. We initially hypothesized that ATM could be ufmylated following DNA damage. However, we failed to detect ATM ufmylation (Supplementary Figure 3a). To identify the substrates of UFL1 involved in ATM activation, we purified His-UFM1 modified proteins under denaturing conditions. Mass spectrometry data revealed several candidate UFM1 modified substrates, and we eventually focused on histone H4 after some initial testing (Fig. 4a and Supplementary Data 1). To verify the mass spectrometry results, we utilized tandem affinity purification method to purify proteins covalently-linked to His-tagged UFM1, and found histone H4, but not other histones, to be modified by UFM1 and this modification was inducible by DNA damage (Fig. 4b). Furthermore, depletion of UFL1 alleviated H4 ufmylation (Fig. 4c). UFM1 is a ubiquitin like protein and its mature protein molecular weight is ~9 kDa. Judged from the molecular weight of modified histone H4, it is likely to be mono-ufmylated. To determine whether H4 is a genuine substrate of UFL1, we used purified ufmylation factors and performed an in vitro ufmylation assay. Consistent with our prediction, both purified histone H4 protein and histone H4 in the recombinant nucleosomes were mono-ufmylated by UFL1 in vitro (Fig. 4d and Supplementary Figure 3b-c). However, histone H3, H2A, or H2B could not be modified by UFL1 in vitro (Supplementary Figure 3b). Histone H4 contains 11 lysine residues. To pin down the histone H4 ufmylation site, we individually mutated each lysine residue to arginine. We found that mutation of K31 totally abolished UFM1 signal, suggesting that K31 was the only ufmylation site (Fig. 4e). We further confirmed that mutation of lysine at 31 to arginine abolished the ufmylation of H4 in vitro (Supplementary Figure 3d). To further confirm if K31 is important for ATM activation, we transfected wildtype (WT) histone H4 and the K31R mutant constructs into cells and both WT and K31R H4 were incorporated into chromatin (Supplementary Figure 3e, f). Notably, histone H4 K31R expression inhibited ATM signaling and HR, although to a lesser extent than UFL1 knockdown (Fig. 4f, and Supplementary Figure 3g, h). The expression of histone H4K31R did not affect cell cycle profiles (Supplementary Figure 3i). Furthermore, cells expressing H4K31R exhibited defective G2/M checkpoint and increased sensitivity to IR and expression of H4 K31R in ATM depleted cells did not further enhance the sensitivity to IR and G2/M checkpoint (Fig. 4g and Supplementary Figure 3j, k). Collectively, these findings suggest that UFL1 preferentially ufmylates histone H4 at K31, which is important for ATM activation and proper DDR. Histone H4 lysine 31 is also reported to be monoubiquitinated by Cul4A E3 complex which then potentiates gene transcription^37^. To exclude the possibility that  monoubiquitination of H4 lysine 31 also affects ATM activation, we depleted Cul4A, Cul4B, or DDB1 in cells. Depletion of Cul4A, Cul4B, Cul4A+Cul4B, or DDB1 did not affect ATM autophosphorylation (Supplementary Figure 3l–o) and expression of H4K31R did not significantly affect the expression of DNA damage signaling genes (RNA-seq Data, Supplementary Figure 3p, q), suggesting that ATM activation is independent of changes in histone H4 K31 monoubiquitination or gene expression.

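For the RNA-seq experiment, U2OS cells, a human osteosarcoma line, received a plasmid for wild-type (WT) histone H4 or for H4K31R, in which a lysine is replaced by arginine, and 3 libraries were sequenced for each construct. The authors deposited log2 CPM (counts scaled to a common library size) for 15369 genes in the 6 libraries. The paper's methods hold 2 accounts of the processing. One names TopHat, the GRCh37 genome and DESeq2, and the other names STAR, hg38, GENCODE release 27, FeatureCounts, TMM normalization, voom and limma. The deposited values have the form that voom gives, in which 0.5 is added to each read number before scaling. Because of this form, whole reads could be recovered for all 92214 values, taking the fewest reads under which every value is whole. The K31R libraries held 32439482, 48897650 and 48013614 reads on the listed genes for replicates 1, 2 and 3. The WT libraries held 27508398, 44557281 and 43703565. Every pair of replicates of one construct differed by more than the sampling noise, with chi-square values per degree of freedom from 1.99 to 3.89 over the genes. The spread between replicates beyond counting noise was small, with a median coefficient of variation of 2.07% among genes above a mean of 5 CPM. The paper's text does not name whether the 3 libraries of a construct came from separate transfections, so the tests compare these groups of libraries.

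K31R was compared with WT by limma's linear model and moderated test on the deposited values, with a prior variance that follows mean expression. The thresholds were those of the paper's methods, a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.2 in either direction, and a gene past both is called changed. The choice that moved the number of changed genes most was the fold change threshold. The gene list behind Supplementary Figure 3p, q was not used here, and lists were set from the genes the paper names and from general knowledge.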

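Of the DNA damage signaling and repair genes that the paper names, 25 were tested, and MDC1 was not analysed here. ATM (ENSG00000149311, chromosome 11, 108223044 to 108369102 in GRCh38) had a log2 CPM of 5.95 ± 0.0506 (SD, n = 3) in K31R and 6.05 ± 0.101 (SD, n = 3) in WT. Its log2 fold change was −0.10 (standard error 0.0421, adjusted p = 0.0483 from limma with Benjamini-Hochberg adjustment), which is short of the fold change threshold. With 1 library left out in turn it ran from −0.05 without WT replicate 1 to −0.15 without WT replicate 3. Across the alternatives its adjusted p from limma ran from 0.00123 to 0.322, on both sides of 0.05, and the fold change threshold was passed in none. MRE11 and NBN, which act with RAD50 upstream of ATM, had log2 fold changes of −0.05 and −0.01, with adjusted p of 0.471 and 0.863 from limma. The sign for NBN turned positive in 3 of the 6 fits that each left out one library. RAD50 was at −0.26 with an adjusted p of 0.0563 from limma. It shares 8124 bases of exons with another gene on the same strand in GENCODE 44, so its reads could have been split or dropped in counting. KAT5, the gene of Tip60, was at −0.23 and SUV39H1 at −0.18, with adjusted p of 0.000173 and 0.00109 from limma, and neither passed the fold change threshold. For both genes the K31R and WT values did not overlap. CHEK2 was at 0.06 with an adjusted p of 0.369 from limma. Exons of KAT5 share 1439 bases, those of SUV39H1 685 bases and those of NBN 827 bases with a gene on the opposite strand. CHEK2 turned to −0.02 when a trend with transcript length and GC content was removed.

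3 of the 25 genes were changed, and all 3 were lower in K31R. With 1 library left out in turn, between 2 and 4 were changed, the fewest without K31R replicate 3. BRCA1 (ENSG00000012048, chromosome 17, 43044295 to 43170245) had a log2 CPM of 5.77 ± 0.0290 (SD, n = 3) in K31R and 6.12 ± 0.0200 (SD, n = 3) in WT, a log2 fold change of −0.35 (standard error 0.0343, adjusted p = 1.03e-08 from limma). PRKDC (ENSG00000253729, chromosome 8, 47773111 to 47960178) was at 8.71 ± 0.0223 (SD, n = 3) against 9.01 ± 0.0584 (SD, n = 3), a log2 fold change of −0.29 (standard error 0.0271, adjusted p = 3.52e-09 from limma). It fell by 0.22 on the log2 scale, under the fold change threshold, once the trend with length and GC content was removed. In GENCODE 44, exons of BRCA1 and PRKDC overlap those of other genes by at most 158 bases each. For both genes all K31R libraries lay below all WT libraries.

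**Figure D1:**
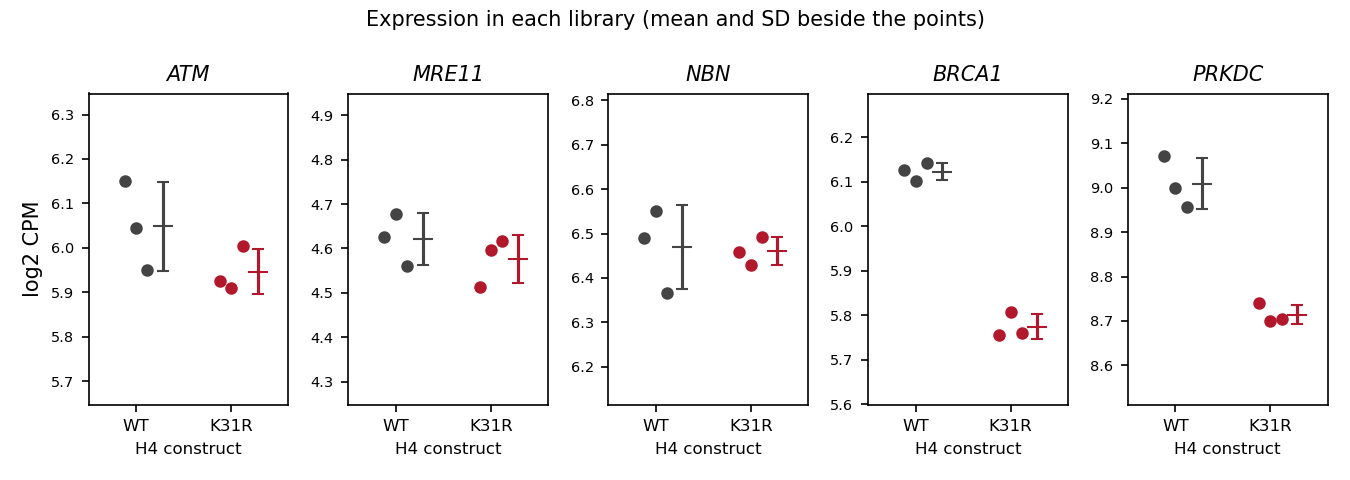
Log2 CPM in each of the 6 libraries for 5 genes, with WT libraries in grey and K31R libraries in red; the bar beside the points is the mean with its SD (n = 3), and each panel has its own range of the same height. The K31R and WT points overlap for ATM, MRE11 and NBN and lie apart for BRCA1 and PRKDC.

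Adjusted over the list alone, 4 genes passed both thresholds, the fourth being RAD50 (adjusted p = 0.0359 from limma). Without the fold change threshold 18 of the 25 passed, which is the alternative that moved the number most, and at a fold change of 1.5 none passed although 20 had an unadjusted p of at most 0.05. Of the 25 genes 21 were lower in K31R, and the median log2 fold change was −0.15. The 95% confidence interval of every one of the 25 genes lay within a 1.5-fold change in either direction, and the farthest bound was that of RAD50, at −0.50.

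**Figure D2:**
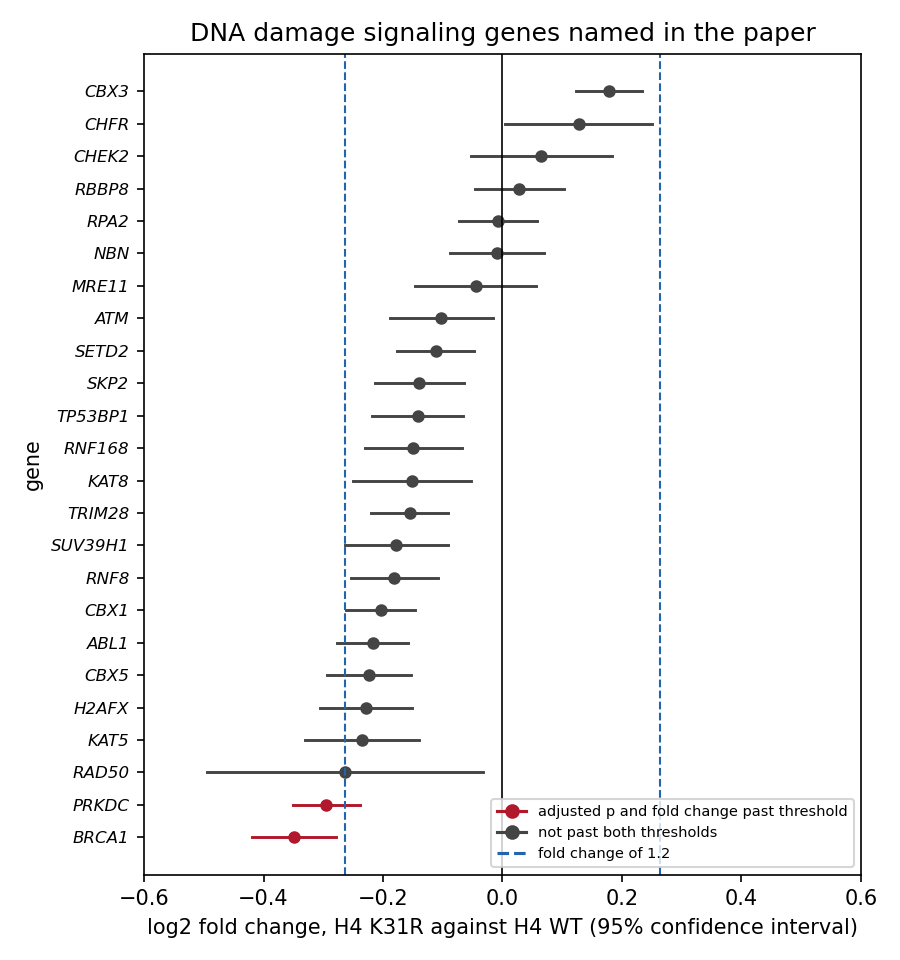
Log2 fold change of K31R against WT (horizontal axis) for 24 of the 25 genes, each with its 95% confidence interval from limma; red marks BRCA1 and PRKDC, which passed both thresholds, and dashed lines mark a fold change of 1.2. The points run from −0.35 for BRCA1 to 0.18 for CBX3.

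A wider list of 127 checkpoint and repair entries, which includes the 25 genes and lists HERC2 under 2 identifiers, held 20 changed genes, 16 of them lower and 4 higher in K31R, and 21 adjusted over the list alone. The largest decrease was that of MSH6, with a log2 fold change of −0.43 (standard error 0.0304, adjusted p = 3.75e-11 from limma), and the largest increase that of RPA3, with 0.41 (standard error 0.0316, adjusted p = 1.62e-10 from limma). XRCC2, PAXIP1 and POLB were also higher, and PAXIP1 was called in 4 of the 6 fits that each left out 1 library. The intervals of 126 of the 127 genes lay within a 1.5-fold change and those of all 127 within a 2-fold change. The changed share was 15.7% in the wider list and 19.83% among the other genes tested, an odds ratio of 0.76 (95% confidence interval 0.44 to 1.23, two-sided Fisher's exact test, p = 0.314). From the RNA-seq data the paper states that H4K31R left the expression of DNA damage signaling genes without a significant effect. It also states that depletion of Cul4A, Cul4B or DDB1 left ATM autophosphorylation unaffected. From both, the paper proposes that ATM activation does not depend on changes in H4 K31 monoubiquitination or in gene expression.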

**Fig. 4:**
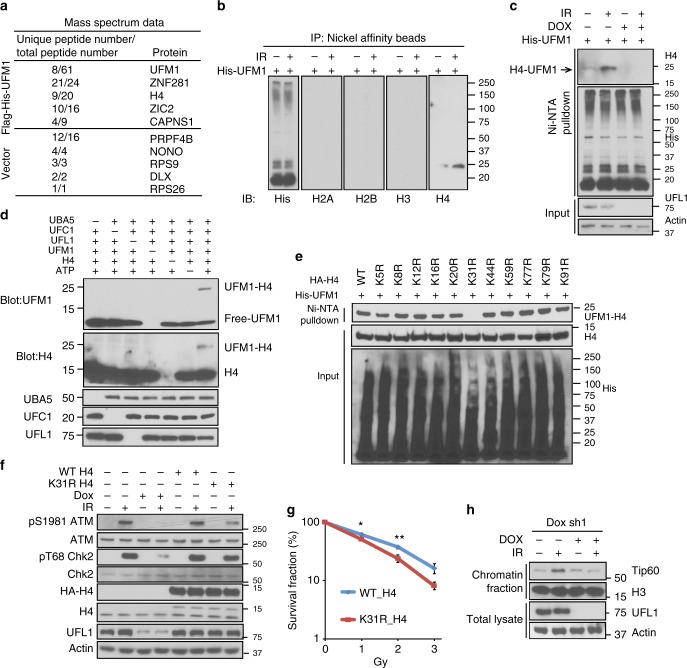
UFL1 monoufmylates histone H4 and promotes ATM activation. **a** Selected proteins identified by mass spectrometry from irradiated 293T cell expressing Flag-His vector or Flag-His-UFM1. *N* = 1 sample in each group was analyzed. The full list of identified proteins is provided in Supplementary Data 1. Among histone proteins, only H4 is enriched in the Flag-His-UFM1 purification (9 unique/20 total peptides) compared to the Flag-His purification (6 unique/7 total peptides), suggesting that H4 might be ufmylated. **b** Flag-His-ufmylated proteins were purified from 293T cells before and after IR (2 Gy) after purification with nickel beads and anti-Flag agarose. The immunoprecipitates were detected with indicated antibodies. **c** Flag-His-ufmylated H4 was purified from control and UFL1 knockdown cells with or without 2 Gy IR and blotted with indicated antibodies. **d** In vitro ufmylation assay. Purified UBA5, UFC1, UFL1, UFM1, and H4 proteins were incubated together in the presence of ATP and MgCl_2_ at 30^ °^C for 90 min. The reaction products were probed with indicated antibodies. **e** Wildtype (WT) histone H4 and 11 different single lysine (K) to arginine (R) mutants were transfected into U2OS cells. Flag and His tandem purification was performed and H4 ufmylation was analyzed. **f** Constructs expressing WT or K31R H4 were transfected into U2OS tet-on UFL1 shRNA expressing cells, and the cells were treated with doxycycline as indicated. Thirty minutes after 2 Gy IR, the cells were harvested and blotted with indicated antibodies. **g** Colony formation of U2OS cells expressing WT H4 or H4K31R following IR. The data presented are mean ± s.e.m. for *n* = 3 independent experiments. Statistical significance was calculated using two-way ANOVA. *p < 0.05, **p < 0.01. **h** U2OS cells stably expressing UFL1 Tet-on shRNA were treated with doxycycline (Dox) and irradiated with 2 Gy IR. Thirty minute later, cells were harvested. Half of the cells were lysed. Chromatin fractions were isolated from other half of cells. The samples were blotted with indicated antibodies. Source data are provided as a Source Data file

### Ufmylation of H4 activates ATM signaling

We next studied how UFL1-mediated histone H4 ufmylation affected ATM activation. We found that depletion of UFL1 led to less DNA-damage induced Tip60 loading to chromatin but did not affect tyrosine phosphorylation of Tip60 (Fig. 4h and Supplementary Figure 3r). We observed a similar result in H4K31R expressing cells (Supplementary Figure 3t). H4K31R expression did not further enhance the sensitivity to IR treatment in Tip60-depleted cells (Supplementary Figure 3s). These results implied that UFL1 regulates ATM activation through Tip60. As Tip60 recruitment to DSBs requires histone H3K9me3, we also examined whether UFL1 regulates H3K9me3. We used a system in which an I-SceI cut site was inserted into a copy of E-cad promoter, and expression of exogenous I-SceI introduced a single DSB in the genome^38^. Following I-SceI induced DSB, we carried out ChIP assays by using antibodies against Suv39h1, H3K9me3, and H3 and followed by qPCR to determine the relative abundance of these modifications at the induced break sites. Consistent with previous results^17^, we observed apparent increase of Suv39h1 and H3K9me3 around DSBs (Fig. 5a, b). In addition, UFL1 depletion inhibited the accumulation of Suv39h1 and H3K9me3 around DSBs (Fig. 5a). Furthermore, we found that overexpression of histone H4K31R also resulted in decreased Suv39h1 and H3K9me3 around DSBs (Fig. 5b). These results suggest that UFL1-mediated histone H4 ufmylation is important for the recruitment of Suv39h1, histone H3K9 methylation at DSB sites, and subsequent Tip60 recruitment and ATM activation.

**Fig. 5:**
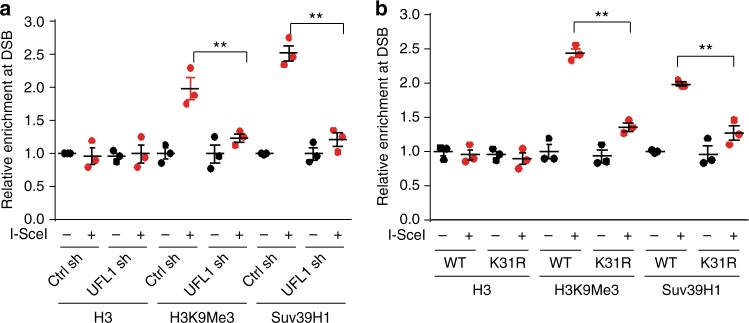
Ufmylation of histone H4 enhances trimethylation of H3K9 at DSB. **a**, **b** Analysis of H3K9 trimethylation and Suv39H1 recruitment by Chromatin IP (ChIP) at DSB sites from MDA-MB-231 ROS8 cells with indicated treatments. The *y*-axis represents relative enrichment of target protein binding DNA compared to input. Target sequence of UFL1 shRNA (not inducible shRNA) in **a** is the same as inducible sh2. The data presented are mean ± s.e.m. for *n* = 3 independent experiments. **p < 0.01. Statistical significance was calculated using one-way ANOVA. Source data are provided as a Source Data file

### Enhancement of UFL1 activity by ATM

Increased histone H4 ufmylation following DNA damage suggests that UFL1 activity might be regulated, however, the mechanism by which UFL1 activity is regulated following DNA damage is still unknown. Interestingly, we found that UFL1 is phosphorylated at SQ/TQ motifs in an ATM-dependent manner (Fig. 6a, b), when we utilized an antibody against phospho-SQ/TQ motifs^39^. Inhibition of ATM also impaired the recruitment of UFL1 to DSBs (Supplementary Figure 4a). These results suggest that UFL1 might be a substrate of ATM. We further determined which sites of UFL1 are potentially phosphorylated by ATM. Among potential SQ/TQ sites, we found that mutation of serine 462 to alanine abolished pSQ/TQ signals (Fig. 6c), suggesting that UFL1 S462 is a major ATM phosphorylation site. Because the interaction between NBS1 and UFL1 requires the FHA and BRCT1/2 domains of NBS1, which recognize phospho-residues, we also tested whether this phosphorylation was important for interaction between NBS1 and UFL1. We found that pS462 peptides could pull down NBS1 from cell and interact with the FHA+BRCT1/2 domains of NBS1 in vitro (Supplementary Figure 4b, c**)**. Mutation at S462 (S462A) greatly compromised the recruitment of UFL1 to DSBs (Fig. 6d, Supplementary Figure 4d). These results suggest that the phosphorylation of UFL1 by ATM is important for its interaction with NBS1 and its foci formation. Therefore, UFL1 and ATM form a positive feedback loop. Considering that phosphorylation could also change enzymatic activity, we further tested whether UFL1 activity is changed by this phosphorylation. We found that indeed, purified WT UFL1 from cell lysate displayed increased E3 ligase activity following DNA damage, while the S462A mutant did not (Fig. 6e). Although NBS1 binds to phosphorylated UFL1, it does not affect UFL1 activity (Supplementary Figure 4e), suggesting increased UFL1 activity after DNA damage is not due to NBS1 binding. Therefore, S462 phosphorylation is important for both UFL1 recruitment and activation following DNA damage. To further confirm this, we examined ufmylated histone H4 in control and ATM knockout MEF cells. We found that histone H4 ufmylation was increased in WT MEFs, but no change of histone H4 ufmylation was observed in ATM knockout cells (Fig. 6f), supporting that the UFL1 ufmylation activity is dependent on intact ATM protein. In agreement, ATM activation and Chk2 phosphorylation were compromised and delayed in UFL1-deficient cells reconstituted with the UFL1 S462A and cells expressing the S462A were more sensitive to IR treatment (Fig. 6g, h and Supplementary Figure 4f). These studies strongly suggest that UFL1 and ATM form a positive feedback loop and UFM1 signaling is important for amplification of ATM signaling.

**Fig. 6:**
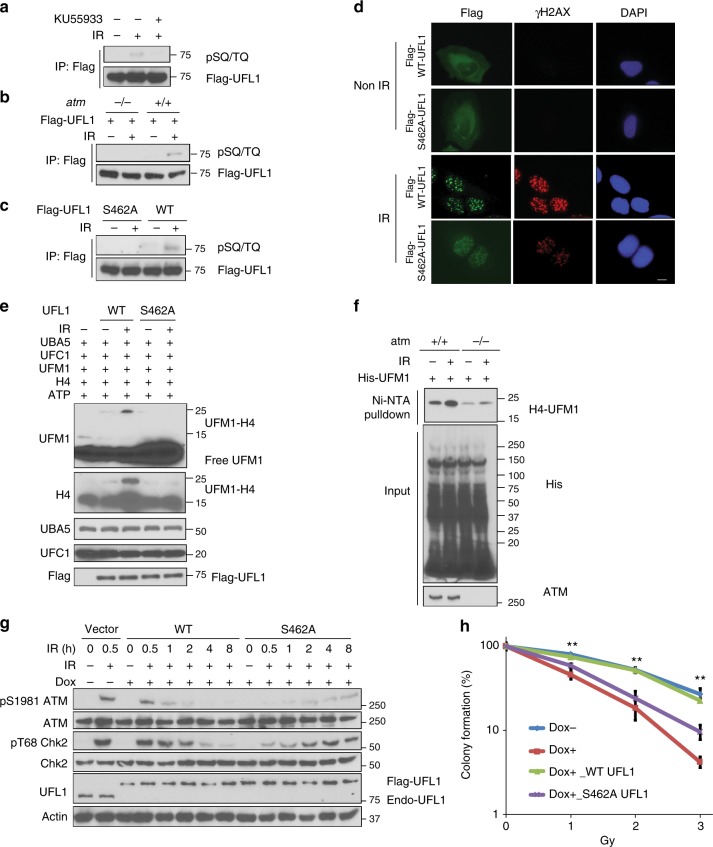
ATM phosphorylates UFL1 and enhances its activity. **a** Flag-UFL1 was expressed in U2OS cells. Following vehicle or ATM inhibitor KU55933 treatment, the cells were irradiated with IR. Flag-UFL1 was immunoprecipitated and blots were probed with phospho-SQ/TQ antibody and Flag antibody. **b** Flag-UFL1 was expressed in *atm+/+*or *atm−/−* MEF cells. Cells were irradiated with IR and UFL1 phosphorylation was then examined as in **a**. **c** Flag-UFL1 or the S462A mutant was expressed in U2OS cells. Cells were treated with or without 10 Gy IR. Thirty minutes later, cells were lysed and incubated with Flag antibody-conjugated agarose beads. The immunoprecipitates were blotted with phospho-SQ/TQ antibody and Flag antibody. **d** Flag-tagged wildtype (WT) and S462A mutant UFL1 expressing cells were treated with or without 2 Gy IR and fixed and stained with indicated antibodies. Scale bars, 10 µm. **e** Flag-tagged UFL1 or S462A mutant expressing U2OS cells were irradiated with 10 Gy IR. Thirty minutes later, UFL1 WT and the S462A mutant were purified from the cells, and incubated with purified UBA5, UFC1, UFL1, UFM1, and H4 protein at 30 ^°^C for 90 min. The reaction was assessed by probing the blot with the indicated antibody. **f** His-UFM1 was expressed in ATM proficient or deficient cells. His-UFM1 conjugated protein was purified under denaturing conditions. The purified samples were blotted with indicated antibodies. **g** Flag-tagged UFL1 or the S462A mutant was expressed in U2OS cells. Cells were harvested at indicated time points following IR and blotted with indicated antibodies. **h** Colony formation assay following IR was performed with UFL1-depleted cells reconstituted with WT UFL1 or the S462A mutant. The data is presented as mean±s.e.m. of *n* = 3 independent experiments. Dots depict individual data points. Statistical significance was calculated using two-way ANOVA. **P < 0.01. Source data are provided as a Source Data file

## Disscussion

In spite of many years of extensive studies, how ATM is exactly activated following DSB still remains unclear. The MRN complex functions as a sensor of DNA DSB and is important for ATM activation^6^. The Mre11–RAD50 complex forms a heterotetramer and binds the broken ends of a DSB^40^. NBS1 works as an adapter for interaction between the MRN complex and ATM through a conserved motif at the C-terminus^41–43^. Without any stresses, ATM is inactive and exists in the dimeric or multimeric form; following DNA damage, MRN complex promotes ATM monomerization, and initiates ATM activation process^44^. In addition, ATM activation is also dependent on the acetyltransferase Tip60, which boosts ATM autophosphorylation and activation^16,17^.

Here we show another layer of regulation of ATM activation by connecting the MRN complex and H3K9me3-Tip60 in ATM activation. It has been reported that a protein complex including Kap-1, HP1, and Suv39h1 is recruited to DSBs, and then induces H3K9 trimethylation, and H3K9me3 further spreads over several kilo bases away from DSBs to form a temporary repressive heterochromatin domain^17^. Tip60 binds to H3K9me3 and this binding enhances its acetyltransferase activity; Tip60 then acetylates and activates ATM at DSB^16^. C-Abl phosphorylates Tip60 at Tyr 44, enhances Tip60 binding to H3K9me3, and induces Tip60 binding to ATM to facilitate ATM activation^18,45^. However, how Suv39h1 complex is recruited remains unclear. We show that histone H4 ufmylation is important for the recruitment of Suv39H1 and subsequent H3K9me3 at DSBs and Tip60 recruitment, suggesting that histone H4 ufmylation is important for Suv39H1. It is possible that a reader for H4K31 ufmylation is involved in the recruitment of Suv39H1. In the future, further work is needed to study how histone H4 ufmylation helps Suv39H1 recruitment.

Some studies reported global transient decrease of H3K9me3 following 2 Gy IR, suggesting H3K9me3 is a barrier to DSB repair^46^. However, other studies found H3K9me3 is globally unchanged in insulted cells^16,47^ In addition, it was reported that elevated level of H3K9me3 adjacent to DSB sites is required for recruitment of Tip60 and ATM activation^16,17^. Some recent studies further support the model that H3K9me3 is important for ATM activation. In human stem cells, suppression of H3K9ac and increase of H3K9me3 are detected in the DNA damage sites and contribute to ATM activation and tolerance to IR^48^. Studies in Hutchinson-Gilford Progeria Syndrome show that loss of H3K9me3 correlates with impaired ATM activation^49^. In our study, we also observed local increase of H3K9me3 around the DSB that is dependent on UFL1 and H4K31 ufmylation. Indeed, further studies are required to resolve this discrepancy.

The change of chromatin context is critical for ATM activation and evidences are emerging to demonstrate its importance. Previously, it has been shown that change of the chromatin structure alone could activate ATM^44^. Similarly, histone modification has been shown to regulate ATM activity. In addition to H3K9 trimethylation mentioned above, H3K36 trimethylation and H4K16 acetylation are all suggested to regulate ATM activity. SETD2 mediated trimethylation of H3K36 influences ATM activation and duration^50^. MOF acetylates H4K16 and contributes to ATM autophosphorylation and activation^51^. All these exciting findings support an important role of histone modification in the regulation of ATM activity. Our report that ufmylation of histone H4 is important for ATM activation provides one more layer of regulatory mechanism in this theme. Our results suggest histone H4 ufmylation regulates ATM at least partly through affecting H3K9 methylation; however, we cannot exclude the possibility that histone H4 ufmylation also changes local chromatin structure and affects ATM activation.

Ubiquitination plays an important role in the DDR. Interestingly, ubiquitination also has been reported to enhance ATM activation. Wu et al. found that the E3 ligase Skp2 interacts with NBS1 and induces K63 linked ubiquitination of NBS1 following DNA damage^19^. This modification enhances the interaction between ATM and NBS1, and assists ATM recruitment to DSB and enhances ATM activation. Previous findings show that E3 ligase RNF8 and RNF168 ubiquitinate their downstream targets and is important for the recruitment of DDR factors such as 53BP1^52–56^. The ubiquitination and ufmylation identified in our study potentially collaborate with each other, promote ATM activation and DNA repair and help the cells survive through the DSB. In the future, the potential crosstalk between ubiquitination and ufmylation signaling will be further investigated.

In summary, here we identify a mechanism for ATM activation and the early DDR signaling. We find ufmylation modification is crucial for DDR and DNA repair. Our study indicates that UFL1 functions as an ATM signaling regulator. As a UFM1 E3 ligase, UFL1 is recruited to chromatin via the MRN complex, and modifies histone H4 at K31. This ufmylation enhances recruitment of Suv39h1 to DSBs, histone H3 lysine 9 trimethylation, Tip60 recruitment, and subsequent ATM activation. UFL1 itself is phosphorylated at S462 by ATM, which is important for its recruitment and boosts its E3 ligase activity, forming a positive feedback loop to amplify ATM activation (Fig. 7). These findings might open up a direction in the study of early DDR signaling.

**Fig. 7:**
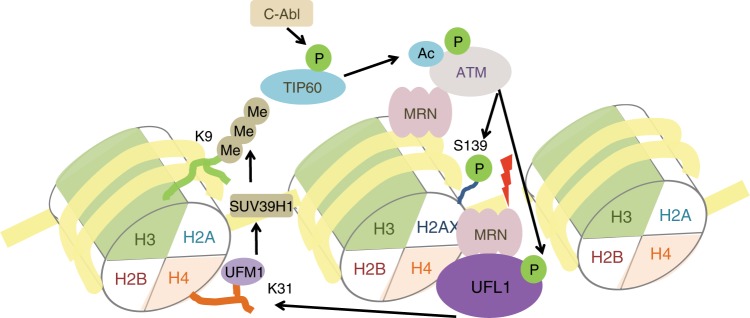
Model for ATM activation by UFL1. When DNA damage occurs, UFL1 is recruited by MRN complex and monoufmylates histone H4, thus recruiting SUV39H1 to DSBs to trimethylate H3K9 thereby forming H3K9me3. Tip60 binds to H3K9me3, acetylates ATM, and promotes ATM activation. C-Abl also phosphorylates Tip60 and enhances Tip60 acetyltransferase activity. Activated ATM phosphorylates UFL1 at Ser462, and enhances its activity thereby amplifying ATM activation signal and forming a positive feedback loop

## Methods

### Cell culture, plasmids, and reagents

U2OS (ATCC), U2OS (TA-induced system) (Kindly provided by Dr. Xiaochun Yu), and HEK 293T (ATCC) cells were cultured in DMEM supplemented with 10% FBS. NBST cells were cultured in DMEM supplemented with 15% FBS. MDA-MB-231 ROS8 cells (Kindly provided by Dr. Stephen Baylin, Johns Hopkins University) were cultured in DMEM supplemented with 10% FBS and Zeocin and Blasticidin treatment. All cell lines were kept in a humidified 37 °C 5% CO_2_ 5%O_2_ incubator.

Flag-His-Ufm1ΔC2, UBA5-GST, UFC1-GST, and UFL1-MBP plasmids were described previously^22^. UFL1-myc^25^ was used as template and UFL1 PCR product were inserted into pIRES vector with Flag-S-SBP tag. UFL1S462A, UFL1 Δ1, Δ2, and Δ3 mutants were generated by site-mutagenesis kit.

Anti-UFL1 antibody (A303-456A, 1:1000 for western blot), anti-NBS1 antibody (A301-284A, 1:1000 for western), anti-DDB1 (A300-462A, 1:1000 for western), and anti-Cul4B (A303-864A, 1:1000 for western) were purchased from Bethyl. Anti-actin (A5316, 1:10,000), anti-UFL1 (HPA030558, 1:1000 for detecting foci), and anti-α tubulin (DM1A, 1:5000 for western and detecting foci) were purchase from Sigma. Anti-ATM (2873, 1:1000 for western), anti-pSer1981 ATM (13050, 1:1000 for western), anti-Mre11 (4847, 1:1000 for western), anti-Rad50 (3427, 1:1000 for western), anti-Suv39h1 (8729, 1:1000), anti-Cul4A (2669, 1:1000 for western), anti-SQ/TQ motif (9607, 1:1000 for western), anti-Chk2 (2662, 1:1000 for western), anti-phosphotyrosine (9411, 1:1000 for western), anti-DNAPK (4602, 1:1000 for western), anti-H3K79me1 (12522, 1:1000 for western), anti-H3K4me1 (4326, 1:1000 for western), anti-H3K4me2 (9325, 1:1000 for western), anti-H2BK120ub (5546, 1:1000 for western), anti-H3K27me2 (9728, 1:1000 for western), anti-H4K20me3 (5737, 1:1000 for western), and anti-phosphoChk2 (2197, 1:1000 for western) antibodies were purchased from Cell Signaling. CTIP antibody (61141, 1:1000 for IF) was purchased from Active Motif. Anti-Tip60 (07-038, 1:1000 for western), anti-53BP1 (mab3802, 1:1000 for western and IF), anti-MDC1 (05-172, 1:1000), anti-Suv39h1 (MABE552, 1:1000 for western), and anti-γH2AX (05-636, 1:1000 for IF) antibodies were purchased from Millipore. Anti-UBA5 (ab177478, 1:1000 for western), anti-UFC1 antibodies (ab189252, 1:1000 for western), anti-H2A (ab18255, 1:1000 for western), anti-H2B (ab1790, 1:1000 for western), anti-H3 (ab1791, 1:3000 for western and 1:1000 for CHIP), anti-H4 (ab10158, 1:1000 for western, and 1:100 for CHIP), anti-H4K16ac (ab109463, 1:100 for CHIP), anti-H3K79me2 (ab3594, 1:1000 for western), and anti-H3K9me3 (ab8898, 1:1000) antibodies were purchased from Abcam. Anti-UFM1 (SC-84652, 1:1000 for IF and western), anti-RPA (sc-56770, 1:1000 for IF), anti-Rad51 (sc-8349, 1:1000 for IF), and anti-BRCA1 (sc-6954, 1:1000 for IF) antibodies were purchased from Santa Cruz. Rabbit 53BP1 antibody (NB100-304, 1:1000) and NBS1 antibody (NB100-143, 1:1000) for foci were purchased from Novus Biologicals. For immunoprecipitation assay, Anti-IgG, Light Chain Specific antibodies were used (Jackson immunoresearch).

Lipofectamine 2000 Transfection Reagent (Invitrogen) and Mirus TransIT Transfection Reagent (Mirus Bio LLC) were used for carrying out transfections following the manufacturer’s protocols.

### Chemicals

Triamcinolone acetonide, Doxycyline and the ATM inhibitor KU55933 (Sigma) were used in this study.

### RNA interference

UFL1 shRNA sh1 (oligo1 GAAACACTTCTGTGTCAGAAA, targeting 3′UTR), (oligo2 GCTCTGGAACATGGGTTGATA, targeting CDS) were inserted into Tet-on PLKO.1 vector. Tet-on PLKO.1 vector. UFM1 shRNA sh1 (oligo1 GTGTTGGAAGTTGTTAATATC, targeting CDS), and sh2 (oligo2, CAATGATGGAATAGGAATAAA targeting CDS) were inserted into Tet-on PLKO.1 vector. Cul4A shRNA sh1 (target sequence GCAGAACTGATCGCAAAGCAT) and sh2 (target sequence GGACAAGAAGATGTTACTAAA) were purchased from Sigma. Cul4B shRNA sh1 (target sequence GCAATTCTTCAGAAAGGTTTA) and sh2 (target sequence GCCATGAAAGAAGCATTTGAA) were purchased from Sigma. DDB1 shRNA1 (target sequence CGACCGTAAGAAGGTGACTTT) and sh2 (target sequence CCTTGATTGGTGTTGCCAGTT) were purchased from Sigma. Lentiviruses were made according to manufacturer’s protocol. Tip60 siRNA was purchased from Santa Cruz.

### Western blot and immunoprecipitation

Cells were lysed with NETN buffer (20 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5% Nonidet P-40 with 50 mM β-glycerophosphate, 10 mM NaF, and 1 mg per ml each of pepstatin A and aprotinin. Lysates were centrifuged at 9600×*g* for 15 min to remove cellular debris. After centrifugation, proteins of interest were immunoprecipitated by incubating lysates with 2 µg of indicated antibodies, and 20 µl protein A or protein G Sepharose beads (Amersham Biosciences) for 2 h or overnight at 4 °C. The immuno-precipitates were washed with ice cold NETN buffer, and centrifuged at 800×*g* for 1 min. This step was repeated twice and 40 µl 1x Laemmli buffer was added to the immuno-precipitates. Samples were boiled, followed by SDS–PAGE separation. Samples in SDS-PAGE gels were then transferred to PVDF membrane with semi-dry method (Trans-Blot® Turbo™ Transfer System, Bio-Rad). The membrane was blocked with 5% milk for 1 h and blotted with indicated antibodies overnight, washed twice with TBST buffer, and blotted with goat anti-rabbit HRP or goat anti-mouse HRP secondary antibodies (Jackson Immunoresearch) for 1 h. After three washes with TBST buffer, western blots were analyzed by Tanon 5200 Image System and Image Analysis software. Uncropped blots and gels are provided in Supplementary Fig. 5.

### Irradiation

Unless mentioned, cells were irradiated with 0.5 Gy for immunofluorescence studies and 2 Gy for western blot/co-immunoprecipitation assays. Cells were analyzed 30 min following irradiation unless noted otherwise.

### Chromatin fractionation assay

Cells were harvested, and washed once with PBS. Then the cells were lysed with NETN buffer with low salt (20 mM Tris-HCl, pH 8.0, 10 mM NaCl, 1.5 mM MgCl_2_, 1 mM EDTA, 0.5% Nonidet P-40, 20 mM NaF, 1 mM Na_3_VO_4_, 1 μg per ml aprotinin, and 1 μg per ml pepstatin) for 20 min. The lysates were centrifuged at 15,000 × *g* for 10 min. The supernatant was aspirated off and the chromatin pellet was washed with PBS and centrifuged at 15,000×*g* for 2 min for three times. The pellet was resuspended in 0.2 M HCl for 30 min on ice. The soluble exact was neutralized with 1 M NaOH for western blot.

### Flag-His-UFM1 purification

Cells stably expressing Ufm1ΔC2-Flag-His were irradiated and then lysed with denaturing buffer with 8 M urea, 50 mM Na_2_HPO_4_ pH 8.0, 0.3 M NaCl, and 1 mM PMSF. After sonication, the supernatant was incubated with nickel bead for 2 h. Following 3 times wash with buffer containing 8 M Urea, 50 mM Na_2_HPO_4_ pH 8.0, 0.5 M NaCl, and 10 mM imidazole, the His-tagged protein was eluted off with 50 mM Tris-Cl (pH8.0), 50 mM NaCl, 300 mM Imidazole, and 0.1 mM EDTA buffer. The purified proteins were dialyzed with Amico ultra-spin column and then incubated with Flag agarose beads for 1 h. The binding protein was eluted with Flag peptide.

### Mass spectrometric analysis

The purification samples (Flag-His only *n* = 1, and Flag-His-UFM1 *n* = 1) were subjected to SDS-PAGE followed by Coomassie staining. Bands were excised from the gel and submitted for mass spectrometric analysis at the Taplin Mass Spectrometry Facility, Harvard Medical School, Boston, MA. Excised gel bands were cut into ~1 mm^3^ pieces. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure. Gel pieces were washed and dehydrated with acetonitrile for 10 min. followed by removal of acetonitrile. Pieces were then completely dried in a speed-vac. Rehydration of the gel pieces was with 50 mM ammonium bicarbonate solution containing 12.5 ng per µl modified sequencing-grade trypsin (Promega, Madison, WI) at 4 °C. After 45 min, the excess trypsin solution was removed and replaced with 50 mM ammonium bicarbonate solution to just cover the gel pieces. Samples were then placed in a 37 °C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were then dried in a speed-vac (~1 h). The samples were then stored at 4 °C until analysis.

On the day of analysis, the samples were reconstituted in 5–10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter×~30 cm length) with a flame-drawn tip. After equilibrating the column each sample was loaded via a Famos auto sampler (LC Packings, San Francisco CA) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile, 0.1% formic acid). Eluted peptides were subjected to electrospray ionization and then entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, Waltham, MA). A high resolution scan was done at 60,000 resolution, followed by 20 low-resolution MS/MS scans in the ion-trap. Peptide sequences (and hence protein identity) were determined by matching protein databases (Uniprot, 2017_10) with the acquired fragmentation pattern by the software program, Sequest Version 3.2 (ThermoFisher, San Jose, CA). The database was indexed based on a trypsin digestion, with two missed cleavages. Fixed modification of 57.0214 Da on cysteine (iodoacetamide) and a variable modification of 15.9949 Da on methionine were considered. The MS1 mass tolerance was 50 ppm and the MS2 tolerance was 1.0 Da. The peptide mass range used was 600–6000 Da. All accepted peptides have a cross-correlation (Xcorr) score of at least 0.5. The data is filtered between a 1-2% peptide false discovery rate. The protein FDR is 8.11%.

### Colony formation assay

1000–3000 U2OS cells with indicated treatment were plated in each well of 6-well plates. Sixteen hours later, cells were exposed to ionizing radiation, and incubated for 10–14 days at 37 °C to allow colony formation. Colonies were stained with methylene blue and counted. Results were normalized to plating efficiencies.

### In vitro ufmylation assay

In vitro ufmylation assay was performed following previous reported method^23^. In brief, recombinant GST-UFM1, GST-UBA5, GST-UFC1, and NBS1- GST were expressed in *E. coli*, and recombinant proteins were purified using glutathione-Sepharose 4B and PreScission protease according to the protocol provided by the manufacturer (Amersham Biosciences). Recombinant His-Rad50 was expressed in SF9 cells and the recombinant proteins were purified using nickel beads according to the protocol supplied by the manufacture (Thermo Fisher Scientific). MBP-Ufl1 was expressed in *E. coli*, and these recombinant proteins were purified with amylose resin according to the protocol supplied by the manufacturer (New England BioLabs). Purified Mre11 protein was purchased from Origene. Purified recombinant proteins were dialyzed with buffer containing 50 mM Tris (pH 8.5), 150 mM NaCl, and 1 mM dithiothreitol. The purified proteins UFM1ΔC2, UBA5, UFC1, MBP-Ufl1, and histone H4, H3, H2A, or H2B (NEB) or nucleosome (Active motif)) were added into the reaction buffer containing 5 mM ATP and 10 mM MgCl_2_ and then incubated at 30 °C for 90 min. SDS sample buffer containing 5% β-mercaptoethanol was added into the mixture to stop the reaction.

### Immunofluorescence staining

Cells were seeded on coverslips and then fixed with 3% paraformaldehyde on ice at indicated timepoints after IR treatment, washed with PBS, and permeabilized for 10 min with 0.5% Triton X-100. Cells were blocked with 5% goat serum and then incubated with primary antibody for 1 h at room temperature. After washing with PBS, FITC, Rhodamine or Alexa405 conjugated secondary antibody (Jackson ImmunoResearch) was added and incubated for 30 min at room temperature. After two times PBS wash, cells were counterstained with 4'6-diamidino-2-phenylindole (DAPI). Finally, the coverslips were mounted with glycerin containing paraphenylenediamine. The coverslips were mounted onto glass slides with anti-fade solution and visualized using a Nikon ECLIPSE E800 fluorescence microscope. The foci intensity was quantified with Image J software.

### Cell cycle analysis and G2/M checkpoint

U2OS cells in 10-cm plates with different treatments were harvested and fixed for 90 min with 70% (v per v) pre-cooled ethanol (−20 °C) and harvested by centrifugation (4 °C, 5 min, 1000×*g*). Staining was performed using 69 μM propidium iodide solution in phosphate-buffered saline containing RNaseA (0.6 μg per ml) for 30 min at 37 °C. The cell cycle distribution was calculated from the resultant DNA histograms using FlowJo software. For cell cycle analysis, unstained cells were used as control.

For G2/M checkpoint analysis, fixed cells were harvested and fixed for 90 min with 70% (v per v) pre-cooled ethanol (−20 °C) and harvested by centrifugation (4 °C, 5 min, 1000 g). Then the cells were stained with phospho-H3 antibody (Abcam, 1:1000) first for 1 h. After washes with PBS, the cells were incubated with FITC-labeled secondary antibody (Jackson ImmunoResearch, 1:1000). Then cells were incubated with 69 μM propidium iodide and analyzed by FACS. Negative controls were unstained cell, PI only, phospho-H3 staining only and control IgG only stained cells to set up the gates.

### GST fusion protein purification and pulldown assay

NBS1 or NBS1 FHA+BRCT1/2 was inserted into vector pEX-C-GST, which expressed GST tag at C terminus. NBS full length GST proteins and FHA+BRCT1/2 GST proteins were expressed in BL21 *E. coli*. Bacteria were treated with 0.25 mM isopropyl β-d-thiogalactoside overnight at 18 ^°^C. Cell pellets were resuspended in lysis buffer with protease inhibitor (Roche) and sonicated. The supernatant was incubated for 4 h with glutathione-agarose beads at 4 °C. After washing, GST fusion proteins were eluted with glutathione. Then cell lysates were incubated with 1–2 μg of GST fusion protein and 40 μl of glutathione-agarose beads in a total of 1 ml of NETN buffer at 4 °C on a rotator for 2 h. After the beads had been washed three times with NETN buffer, the protein was eluted for SDS–PAGE gel analysis.

UFL1 phospho peptide (DDSDDEpSQSSHTG) and non-phospho peptide (DDSDDESQSSHTG) were synthesized by Genscript. The peptides were covalently conjugated to KLH beads following the procedure provided by manufacture. Then the peptide conjugated beads were incubated with purified GST fusion protein. After washes, the beads were boiled and analyzed by SDS-PAGE.

### Nucleosome preparation

Nucleosomes were purified with Nucleosome purification kit (Active Motif) with modifications. In brief, U2OS cells with different treatments were lysed with the lysis buffer containing protease inhibitor and phosphatase inhibitor on ice, and centrifuged at 3000 × *g* for 10 min. The lysis was monitored by light microscopy. The nuclei were incubated in NETN buffer plus protease inhibitor and phosphatase inhibitor and centrifuged at 3000 × *g* for 10 min. The pellets were re-suspended with digestion buffer (every 50 µl Chromatin with 2.5 µl Enzyme) and incubated at 37^o^C. The digestion was monitored by agarose gel analysis. The reaction was stopped with ice-cold EDTA on ice for 10 min. The digested nucleosome samples were centrifuged for 10 min at 18,000xg, 4 °C. The supernatants were further separated by 5–20% (w per v) linear sucrose gradients centrifuge to isolate mononucleosome. Purified mononucleosomes were dialyzed with NETN buffer and the next step experiments were performed.

### Inducible single DSB system for monitoring foci formation

U2OS cells stably expressing RFP-I-SceI-GR was used for monitoring single foci formation^35^. The synthetic glucocorticoid (GR) ligand triamcinolone acetonide (TA purchased from Sigma) was added (0.1 µM) into medium to induce the translocation of RFP-I-SceI-GR from cytoplasm into nucleus. Photos were taken using a Nikon eclipse 80i fluorescence microscope.

### Homologous recombination assay

U2OS DR-GFP cells were used for homologous recombination assay^39^. Cells with indicated treatment were transfected with pCBA-I-SceI and pCherry. Two days later, cells were harvested and analyzed by fluorescence-activated flow cytometry (FACS) to examine GFP positive cells. The controls were unstained cells, GFP only cells, and mCherry only cells. After cells were selected in the FSC/SSC dot plot to remove debris, they were gated to exclude cellular aggregates in the FSC/FSC dot plot. Gates of positive cells were set and compared with a control sample (unstained cells) with no detectable fluorochrome expression. Results were normalized to control group.

### NHEJ assay

Linearized pEGFP-Pem1-Ad2 and pCherry were co-transfected into cells with indicated treatment. Forty-eight hours later, cells were harvested and fixed with 2% paraformaldehyde and analyzed by FACS (Calibur instrument, BD Biosciences). For HR or NHEJ reporter assay, the controls were unstained cells, GFP only cells, and mCherry only cells. After cells were selected in the FSC/SSC dot plot to remove debris, they were gated to exclude cellular aggregates in the FSC/FSC dot plot. Gates of positive cells were set and compared with a control sample (unstained cells) with no detectable fluorochrome expression.

### Chromatin immunoprecipitation assay

MDA-MB-231ROS8 cells were used for ChIP assay. One day after transfection of I-SceI, about 5×10^7^ cells were treated with 1% formaldehyde for 10 min at room temperature to crosslink proteins to DNA. Glycine was added and incubated at room temperature for 5 min to stop the cross-linking. Cells were harvested and the pellets were resuspended in cell lysis buffer [5 mM Pipes (KOH), pH 8.0, 85 mM KCl, 0.5% NP-40] containing the following protease inhibitors; 1 μg per ml leupeptin, 1 μg per ml aprotinin, and 1 mM PMSF and incubated for 10 min on ice. Nuclei were pelleted by centrifugation (6000 × *g* for 5 mins). Nuclei were then resuspended in nuclear lysis buffer [50 mM Tris, pH 8.1, 10 mM EDTA, 1% SDS containing the same protease inhibitors as in cell lysis buffer] and sonicated to shear chromatin to an average size of 0.6 kb. Once centrifuged until clear, the lysates were precleared overnight with salmon sperm DNA/protein-A agarose slurry. 20% of each supernatant was used as input control and processed with the cross-linking reversal step. The rest of the supernatant (about 80% of the total) was incubated with 5 μg of the indicated antibody overnight at 4 °C with rotation. Complexes were washed four times, once in high salt buffer (50 mM Tris–Cl, pH 8.0, 500 mM NaCl, 0.1% SDS, 0.5% deoxycholate, 1% NP-40, 1 mM EDTA), once in LiCl buffer (50 mM Tris–Cl, pH 8.0, 250 mM LiCl, 1% NP-40, 0.5% deoxycholate, 1 mM EDTA), and twice in TE buffer (10 mM Tris–Cl, pH 8.0, 1 mM EDTA, pH 8.0). Beads were resuspended in TE containing 50 mg per ml of RNase and incubated for 30 min. Beads were washed with water and elution buffer (1% SDS, 0.1 M NaHCO_3_) was added for 15 min. Crosslinks were reversed by adding 10 μg per ml RNase and 5 M NaCl to a final concentration of 0.3 M to the eluents and incubated in a 65 °C water bath for 4–5 h. Two volumes of 100% ethanol were added to precipitate overnight at –20 °C. DNA was pelleted and resuspended in 100 μl of water, 2 μl of 0.5 M EDTA, 4 μl 1 M Tris, pH 6.5, and 1 μl of 20 mg per ml Proteinase K was added and incubated for 1–2 h at 45 °C. DNA was then purified and used in PCR reactions. The PCR primers for ChIP, close to the I-SceI cut site, were as follows: Forward: 5′-CCCTCTCAGTGGCGTCGGAACT-3′ Reverse: 5′- CCCACCCTCTGATGAGTACCT-3′. Amplification was performed using the following program: 95 °C for 5 min, 1 cycle; 95 °C for 45 s, 56 °C for 30 s, and 72 °C for 30 s, 30 cycles; 72 °C for 10 min, 1 cycle. As an internal control for the normalization of the specific fragments amplified, a locus outside the region of the DSB was amplified, in this case FKBP5, using the input control sample as template. The internal control (FKBP5) primers were as follows: Forward: 5′-CAGTCAAGCAATGGAAGAAG-3′;

Reverse: 5′-CCCGTGCCACCCCTCAGTGA-3′ After Q-PCR amplification, the FKBP5 input controls for untransfected (no DSB) and I-SceI transfected (DSB) cells were used to normalize the untransfected and transfected samples respectively. After normalization, the relative levels of the indicated proteins on a DSB were calculated using the formula: [IP I Sce-1/Input ISce-1]/ [IP untransfected /Input untransfected]. All Q-PCR reactions were performed in triplicate, with the SEM values calculated from three independent experiments.

### RNA-seq analysis

Cells were washed twice with cold PBS and harvested using 350 μl of lysis buffer. Total RNA was extracted following the manufacturer’s instructions (RNeasy kit, Qiagen). The extracted RNA was quantified using a NanoDrop ND-1000 Spectrophotometer. For the library preparation, the Illumina TruSeq Stranded mRNA Library Prep Kit High Throughput was used according to the manufacturer’s instructions and two lanes of 50 bp single-end reads were run on HiSeq 4000. Reads were aligned to the human genome version GRCh37.75 using TopHat v2.1.066. Read counts were obtained using feature Counts function in Subread v1.5.267 and read counts were normalized and tested for differential gene expression using the DESeq2 workflow. Multiple testing correction was applied using the Benjamini–Hochberg method.

### RNA-seq data analysis and pathway enrichment test

The raw sequence reads were aligned to human genome hg38 with the STAR aligner (v2.3.0e). GENCODE gene annotation model GRCh38.p10 release 27 was used to guide the STAR alignment. Then the gene level expression was quantified by FeatureCounts (v1.4.4). The gene level read counts data was normalized using the trimmed mean of M-values normalization (TMM) method to adjust for sequencing library size difference. 

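The TMM factors implied by the deposited values were 0.984, 0.984 and 0.989 in the K31R libraries and 1.018, 1.016 and 1.009 in the WT libraries. The gene with the most reads in each of the 6 libraries was HIST1H4A (ENSG00000278637, chromosome 6, 26021649 to 26022050 in GRCh38, on the plus strand). It took 5.51% ± 0.154 (SD, n = 3) of the reads in K31R and 3.51% ± 0.0934 (SD, n = 3) in WT, a log2 fold change of 0.69 (standard error 0.0277, adjusted p = 4.66e-16 from limma). Quantile normalization sets the top gene of every library to one value and so gives HIST1H4A no difference. The values do not separate reads of the endogenous gene from reads of a transfected H4 sequence. The gene with the next most reads, EEF1A1, took between 0.696% and 0.73% of each library.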

The normalized data was further loaded to the voom function of the R/Bioconductor package limma for estimating the mean and variance relationship. Subsequently, differential expression between KR and WT was computed by moderated t-test implemented in limma. Genes with Benjamini–Hochberg (BH) FDR corrected *P* value ≤ 0.05 and fold change ≥1.2 were considered significant. 

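With these thresholds 3043 of the 15369 genes were changed, 1865 higher and 1178 lower in K31R, and 7284 genes had an adjusted p of at most 0.05 (limma with Benjamini-Hochberg adjustment). The K31R values lay entirely above or below the WT values for 54.4% of genes, where chance gives 10%. The median log2 fold change of all genes was 0.01, with quartiles at −0.13 and 0.17, and 70 genes changed at least 2-fold. With voom's weights 3084 genes were changed, 2946 of them among the 3043. Removing the trend with transcript length and GC content gave 2581 genes and lowered the share of higher genes among those changed from 61.3% to 50.8%.

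Among changed genes with a mean log2 CPM of at least 1 and no overlap between the groups, the largest decrease was that of BHLHE41 (ENSG00000123095, chromosome 12, 26120030 to 26125037). Its log2 CPM was 2.24 ± 0.135 (SD, n = 3) in K31R and 3.56 ± 0.0510 (SD, n = 3) in WT, a log2 fold change of −1.33 (standard error 0.0817, adjusted p = 3.27e-12 from limma). SOX2, COLEC12, F13A1 and IGFBP5 followed with log2 fold changes of −1.22, −1.13, −1.12 and −1.07. IGFBP5 had the highest expression of the 5, at 6.91 ± 0.0080 (SD, n = 3) in K31R and 7.97 ± 0.0193 (SD, n = 3) in WT. The 5 largest increases were those of SNORD3A, KLKP1, AC002094.5, BCL2A1 and SNORA73B, with log2 fold changes from 1.38 for SNORD3A to 1.04 for SNORA73B. SNORD3A and SNORA73B rested on K31R replicate 1, and without it their log2 fold changes were 0.39 and 0.24. Neither was called changed with voom's weights. KLKP1, a pseudogene, was at 3.02 ± 0.0785 (SD, n = 3) in K31R and 1.73 ± 0.121 (SD, n = 3) in WT.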

Canonical functional pathways enriched in the differentially expressed genes (DEGs) were identified through the use of Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysi). 

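Ingenuity Pathway Analysis was not used here, and 13 gene lists were tested with limma's camera, which sets each list against all other genes, with Benjamini-Hochberg adjustment over the lists. The 25 named DNA damage genes and the wider list of 127 were lower in K31R, with camera adjusted p of 0.000711 and 0.000735. The wider list had a median log2 fold change of −0.10. The 22 genes of the G1/S transition were lower, with a median of −0.24 and a camera adjusted p of 3.59e-06. Of these 9 were changed, all lower, among them MCM2, MCM3, MCM4, MCM5 and MCM6. The 76 ribosomal protein entries were higher, with a median of 0.22 and a camera adjusted p of 1.10e-14, and 26 were changed, all higher. Camera here used a preset correlation of 0.01 between genes. All 4 of these calls held under fry, with adjusted p of at most 0.00204. With the correlation estimated for each list none held, at adjusted p of 0.149 for both DNA damage lists, 0.0688 for G1/S and 0.455 for ribosomal proteins. There are 9 other ways to divide the 6 libraries into equal groups. Each sets 2 libraries of one construct and 1 of the other against the rest, and so keeps part of the difference. Unadjusted camera p of at most 0.05 arose in 4 of these for the 25 genes and in 5 for the wider list. It arose in 9 for G1/S and in 7 for ribosomal proteins. These counts are thus no rate of false calls.

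The other 9 lists had camera adjusted p of 0.0776 or more. Median log2 fold changes were −0.02 for p53 targets, −0.05 for G2/M genes, −0.07 for interferon-stimulated genes, −0.05 for genes of the unfolded protein response and 0.03 for zinc finger genes. They were 0.35 for the 5 histone H4 genes tested, 0.03 for clustered histone genes, 0.0004 for the UFM1 system and −0.20 for CUL4A, CUL4B and DDB1. Fry, which tests each list by itself, also called the G2/M, interferon, H4 and CUL4A, CUL4B and DDB1 lists, with adjusted p of 0.0275, 0.00127, 0.00393 and 0.00204.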

Again, BH’s FDR approach was used to correct for multiple tests by IPA.

### Statistical analysis

Data in bar and line graphs are presented as mean±SD or mean±s.e.m. of at least three independent experiments. Comparisons were carried out with a two-tailed unpaired Student’s *t*-test and two-way or one-way ANOVA using graph pad prism (^∗^*p* < 0.05, ^∗∗^*p* < 0.01).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

RNA-seq data used for Supplementary Figure 3p, q have been deposited to the GEO database under the accession number GSE126451. The mass spectrometry data have been deposited to ProteomeXchange via the PRIDE partner repository with the data set identifier PXD012729. The source data underlying Figs. 1a, e, f, g, i, 2a, c, d, 3, 4b–h, 5, 6a–c, e–h and Supplementary Figs 1, 2a–j, l–o, 3, 4b–f are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file. All data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: UFL1 promotes histone H4 ufmylation and ATM activation
**Source:** Nat Commun. 2019 Mar 18;10:1242. doi: 10.1038/s41467-019-09175-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** Supplementary Data 1.

**Description:** Mass spectrometry analysis of UFM1 modified proteins. Flag-His vector or Flag-His-UFM1 transfected cells were purified with Nickel beads and Flag beads. The binding protein were eluted off with Flag peptide and analyzed by Mass spectrometry. The unique peptide and total peptide number for each protein, protein name, average signal intensity, gene symbol and molecular weight were listed in the table.

How the deposited data were processed for this re-analysis (not part of the article)

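RNA was measured in 6 libraries of U2OS cells, 3 from cells given wild-type histone H4 and 3 from cells given H4K31R. Conditions and replicate numbers were taken from the sample labels, which match the comparison in the paper's methods. The authors deposited one table of log2 CPM for 15369 genes, and no column of it belonged to any other sample. The methods describe the processing in 2 ways. In one account the authors used TopHat, GRCh37, featureCounts of Subread and DESeq2. The other has STAR, hg38, GENCODE release 27, FeatureCounts, TMM normalization, voom and limma, and the deposited log2 values have the form that voom gives. RNA extraction and the library kit also differ between the methods and the sample labels. The rule by which the authors left out low genes is not given in the paper's text. A strand-specific kit is named in the methods, but the strand setting used in counting is not, so overlapping genes on either strand are given as a limit. The statistics section names at least 3 independent experiments for bar and line graphs. It does not say how the 3 libraries of a construct were obtained.

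Voom adds 0.5 to each read number, so the steps between low values show what a read is worth. All 92214 values gave whole reads, and the fewest reads under which this holds were taken. Larger numbers, with every read number plus 0.5 multiplied by an odd factor, would also be whole. Recomputing voom's values from the recovered reads gave the deposited values to within 2.52e-08. The recovered depth was 32439482 to 48897650 reads per library in K31R (median 48013614) and 27508398 to 44557281 in WT (median 43703565). Correlations between replicates were 0.9962 to 0.9967 (Pearson, log2 CPM, across genes).

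The values were tested in R 4.3.3 with limma 3.58.1, by lmFit and eBayes with a trended prior variance, two-sided, over all 15369 genes with no filter on low values. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.2, the thresholds of the paper's methods. A count test was not used, since the deposited unit is a log value. Lists were tested with camera at a preset correlation of 0.01, and overlap with a two-sided Fisher's exact test against all genes tested. The design did not name camera's variance prior. Both forms had been seen when the function's default, which gave the larger p for both DNA damage lists, was taken for the values given, and the trended form is among the alternatives. The 13 lists were DNA damage genes the paper names, a wider DNA damage list, the UFM1 system, CUL4A, CUL4B and DDB1, p53 targets, G1/S, G2/M, interferon, unfolded protein response, histone H4, clustered histone, zinc finger and ribosomal protein genes. The symbol pattern for clustered histones also matched H19, which is not a histone gene and was removed after the data were examined. RPS9 and, in the wider DNA damage list, HERC2 are each listed under 2 identifiers, and both entries of each were kept and counted as genes. MDC1, ATRIP and NHEJ1 of the DNA damage lists were not analysed here.

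Genes named in the text were set by a rule. It allows all genes of the named DNA damage list, the UFM1 system, CUL4A, CUL4B, DDB1 and the H4 genes, and any changed gene of the wider DNA damage, p53, G1/S, G2/M, interferon and unfolded protein response lists. It adds the 5 largest increases and 5 largest decreases among changed genes with a mean log2 CPM of at least 1 whose groups do not overlap. This rule, the tests and the alternatives were set before the data were examined, except for 3 alternatives. Those are removal of the trend with transcript length and GC content, protein-coding genes only, and camera with a trended variance. The mitochondrial mRNA list and the list of DNA damage genes that rise in S and G2 phase were also written later, as was the criterion that a list's shift left after removal of that trend must hold with an estimated correlation or in most members. Length and GC content came from the canonical transcripts of GENCODE 44, which matched 15186 genes (98.81%). Coordinates are those of that release on GRCh38, since the deposited table gives none. For the trend, each library's deviations from the gene means were fitted with splines of 5 degrees of freedom each for length and GC content, and the fit was subtracted.

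The procedure was tested on simulated reads for the same 15369 genes, with the real means and library sizes and a dispersion of 0.000429. Of 50 genes changed 1.25-fold 84% were called, of 50 changed 1.5-fold 98%, and of 50 each changed 2-fold and 3-fold 100%. Of 15169 unchanged genes 3 were called. One dispersion for all genes and independence between genes make these shares optimistic. With 3 libraries against 3, an exact permutation test of one gene cannot give a p under 0.1, so no such test was made. Figures were drawn with matplotlib 3.10.9.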

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

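The tests in this part were chosen after the results they bear on had been seen, except those on mitochondrial mRNAs and CDK5RAP3. The paper's text does not name the signals described here, and Supplementary Figure 3p, q was not used here.

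Outside the wider DNA damage list, 3023 genes were changed between K31R and WT, out of 3043 in all. No other split of the 6 libraries into 3 and 3 gave a changed gene. Thus 1 of the 10 splits gave as many, and 10 splits cannot give a smaller share. The other splits mix the constructs, so a difference between the constructs from any source enters their spread. They therefore do not show how many genes are called without such a difference. Transcript length and GC content as the whole cause is argued against, since 2581 genes were changed after that trend was removed, 2069 of them among the 3043. The replicates of a construct lay close together, with a median coefficient of variation of 2.07%. If each group came from one transfection, differences between the transfections would appear as differences between the constructs, and the labels give nothing to separate these. An effect of the mutation itself stays open alongside this.

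The log2 fold change fell with transcript length, with a Spearman correlation of −0.30 across genes, which are not independent replicates. The median log2 fold change was 0.21 in the shortest 1521 transcripts and −0.09 in the longest 1519. Low read numbers as the cause are argued against, because the correlation was −0.256 among the 8114 genes with a mean log2 CPM over 4. In all 6 libraries the deviations followed length in the direction of their own group. A difference in RNA integrity or library preparation between the groups and an effect of the constructs therefore cannot be told apart, as no library separates them.

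HIST1H4A had a log2 fold change of 0.69 and stood at least 10.04 log2 units above the next of the 5 H4 genes tested in each library. After removal of the trend with length and GC content it was still higher by 0.466 on the log2 scale, which argues against that trend as the whole cause. Reads of the transfected H4 construct are a candidate source. That large gap is what such reads would give, but it was seen before the test, and the values cannot separate construct from gene. If the construct is the source, the K31R cells may have carried more H4 message than the WT cells, and a difference in dose cannot be told apart from the mutation in these 6 libraries.

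CDK5RAP3, of the UFM1 system list, had a log2 fold change of 0.69 (standard error 0.0886, adjusted p = 6.84e-07 from limma). Its log2 CPM was 2.95 ± 0.107 (SD, n = 3) in K31R and 2.26 ± 0.0939 (SD, n = 3) in WT. It stayed at 0.646 with the trend with length and GC content removed, which argues against that trend. Its exons share 1860 bases with a noncoding gene on the same strand in GENCODE 44, so reads of that gene remain open as a source. UFM1 was higher at 0.30 and fell under the fold change threshold, to 0.18, with the trend removed. UFL1 was at 0.0004, and its sign changed between alternatives.

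Ribosomal protein genes had a median log2 fold change of 0.22. After removal of the trend with length and GC content the median was 0.0753 and 6 of 75 genes were changed, against 26 of 76 before. The remainder had a camera adjusted p of 0.000142 with the preset correlation and an unadjusted one of 0.411 with an estimated correlation, so the trend as the whole cause stays open. The camera p was smallest for the real grouping, in 1 of 10 splits, and the other splits went down to 2.02e-13. Those splits keep part of the difference between the constructs, so they cannot decide how much the size of this p says.

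G1/S genes had a median log2 fold change of −0.24, and 19 of 22 had a lower mean in K31R. The median was −0.235 after removal of the trend with length and GC content, with 9 genes changed, CDC6 no longer among them, which argues against that trend as the whole cause. A lower share of cells in S phase may give such a pattern. The G2/M list, with 21 of 32 genes lower and 11 higher, had a median of −0.05 and a camera adjusted p of 0.212. With the trend removed these were −0.115 and 0.00975. The G2/M call thus depends on the trend, and the list does not decide whether the share was lower. A lower share therefore cannot be told apart from lower transcription of the genes. Of the 22, GINS2, named after its values were seen, was higher at an adjusted p of 0.0401 from limma. The paper states that H4K31R did not affect cell cycle profiles (Supplementary Figure 3i), in an experiment not analysed here. The real grouping gave the smallest camera p, in 1 of 10 splits, and all 9 others had a p of 0.0177 or less. Those 9 keep part of the difference between the constructs, so they do not show what p arises without it.

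The 13 mitochondrial mRNAs had a median log2 fold change of 0.75, from 0.63 to 0.83, and all 13 were changed. They took 2.57% ± 0.0262 (SD, n = 3) of the reads in K31R and 1.57% ± 0.0574 (SD, n = 3) in WT. The median was 0.575 with the trend with length and GC content removed and all 13 genes were still changed, which argues against that trend as the whole cause. Differences in cell state or in RNA preparation between the groups were not tested.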

How the results depend on the processing

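The alternatives numbered 23, of which 3 were chosen after seeing the data. The number of changed genes stayed between 2338 and 3321 of the genes tested under all alternatives except the fold change threshold. With no fold change threshold it was 7284, with 18 of the 25 named DNA damage genes and 75 of the wider list. At a fold change of 1.5 it was 682, with 0 and 0, although 20 and 79 of these genes had an unadjusted p of at most 0.05. Across the other alternatives 2 to 4 of the 25 and 16 to 22 of the 127 were changed. BRCA1 was among them in each. The lowest number, 2, was that without K31R replicate 3. PRKDC was not among them once the trend with length and GC content was removed, a setting that added H2AFX and CBX1.

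The odds ratio for the wider list among changed genes was under 1 except in the settings that follow. It reversed to 1.61 (Fisher's exact test, p = 0.00945) with no fold change threshold and to 1.03 with the trend with length and GC content removed. At a fold change of 1.5 it was 0, past the threshold in the same exact test at p = 0.00727, because no gene of the list was changed. The intervals within a 1.5-fold change numbered 24 of 25 without K31R replicate 2 and 25 in the other alternatives. In the wider list they numbered 124 to 127, the lowest without WT replicate 1.

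The DNA damage lists stayed lower in every setting. The camera adjusted p lay between 0.000189 and 0.0135 except with an estimated correlation, where both had 0.149 at the same medians, −0.1511 and −0.09767. The cause was not tested. Without a change of direction, 8 set test results moved past the threshold and 4 fell short of it, among them G1/S and ribosomal proteins with the estimated correlation. The 8 concern the G2/M, interferon, H4 and CUL4A, CUL4B and DDB1 lists. For single genes, 5 results moved past the thresholds and 12 fell short of them.

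The reversals were of small values. For clustered histones the direction of the test reversed at a mean log2 CPM of at least 1 (median −0.0332), with protein-coding genes (0.0114) and with fry (0.0296). The direction also reversed without K31R replicate 2 (0.0798) and without K31R replicate 3 (0.0721). The direction held in the other fits that left out one library, and medians over all 6 such fits ran from −0.1860 to 0.0798. For p53 targets it reversed at medians of −0.0120 with quantile normalization, −0.0228 with the trend removed, and −0.0225 with protein-coding genes or a trended variance. For the unfolded protein response fry gave the other direction at −0.0487. The UFM1 system reversed to −0.0768 with the trend removed, and ran from −0.0252 to 0.0380 when one library was left out. NBN reversed to 0.0113 with quantile normalization and ran from −0.0604 to 0.0315 with one library left out. CHEK2 reversed to −0.0239 with the trend removed. UFL1 reversed to −0.000326 with median centring, −0.0103 with library quality weights and −0.0768 with the trend removed, and ran from −0.0435 to 0.0380 with one library left out. The cause was not tested.

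SNORD3A and SNORA73B were not called without a trended prior, with voom's weights or with robust moderation. HIST1H4A had no difference with quantile normalization, which sets the top gene of each library to one value. The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at 0.0228, −0.0371 and 0.0267. With the replicate block 3030 genes were changed, 3001 of them among the 3043, with 3 and 20 of the DNA damage lists, and the interferon list passed at an adjusted p of 0.0441, the one set test call that changed. The depth, at least 27508398 reads per library, limits genes near the lower end. RAD50, at 1.73 in K31R and 2.00 in WT, was called in some settings and not in others. It shares 8124 bases of exons with a gene on the same strand, and its canonical transcript has 8272. Reads dropped in counting, rather than depth, may thus lie behind its low value.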

Differences from the paper's values

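The paper gives no number for the RNA-seq experiment in its text, so no pair of values is compared. The paper states that expression of H4K31R left DNA damage signaling genes without a significant change. With the thresholds of its methods, 3 of the 25 DNA damage genes it names, among them BRCA1 and PRKDC, were changed here. Of the wider 127, 20 were changed. That is 15.7% of the wider list, against 19.83% of the other genes tested. The odds ratio was 0.76 (two-sided Fisher's exact test, p = 0.314), and 1.61 with no fold change threshold (same test, p = 0.00945). No gene of either list was changed at a fold change of 1.5, an alternative set before the data were examined. Under the other alternatives at least 2 of the 25 were changed. The paper's own list in Supplementary Figure 3p, q was not used here and can differ from both lists.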

Other observations

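The tests of mean expression and of cycling genes were chosen before their results were seen, but after the shift of the DNA damage lists was known. The limma tests of single genes and camera on the lists, with a preset or an estimated correlation, were set before the data were examined. The other tests were chosen after.

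The 25 named DNA damage genes shifted as a group, by a median of −0.15, and the 127 of the wider list by −0.10, changes smaller than the fold change threshold. The trend with transcript length and GC content as the whole cause is argued against by medians of −0.120 and −0.0989 after its removal. Mean expression is argued against as well. Of 10000 random lists matched on it, 0.11% had a median as low as the 25 genes and 0.01%, the smallest share they can give, as low as the wider list. Fewer cells in S and G2 phase may lower genes that rise in these phases. Without such genes, by a list from general knowledge written after the shift was seen, the medians were −0.146 over 16 genes and −0.0959 over 78 genes, with limma's camera adjusted p over both lists of 0.00255 and 0.00443, which argues against that explanation as the whole cause. For the numbers of changed genes in each DNA damage list and for both camera p, 1 of the 10 splits of the libraries gave a result as large. For the camera p of the 25 genes the other splits went down to 0.000573, and for the wider list to 0.00157. Those splits mix the constructs and keep part of their difference, so they do not show what arises without it. With a correlation estimated between genes the shift is not past the threshold after adjustment, so whether the lists stand apart depends on how camera is set. A difference in H4 dose between the constructs, a difference between transfections, and the mutation stay open.

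CUL4A, CUL4B and DDB1, which the paper depleted, had log2 fold changes of −0.01, −0.22 and −0.20 in K31R against WT. None was changed, and the adjusted p from limma were 0.742, 3.62e-05 and 5.23e-07.

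p53 targets as a list did not shift, and 5 of 26 (19.2%) were changed, against 19.8% of all genes tested. FAS, GDF15, GADD45A and PLK3 were higher, at 0.42, 0.46, 0.39 and 0.28, and XPC was lower at −0.27. GDF15 had low expression, with a mean log2 CPM of 1.21 in K31R and 0.75 in WT. FAS and GADD45A were called in each of the 6 fits that left out 1 library, PLK3 in 5, and GDF15 and XPC in 4. No explanation was tested.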
